A study of Mus musculus with 5 samples. Its data were reported in "TET2 lesions enhance the aggressiveness of CEBPA-mutant acute myeloid leukemia by rebalancing GATA2 expression" (2023).

How the data were processed

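Genomic DNA of sorted leukemic blasts from 5 mice was bisulfite converted and sequenced by the authors after random-primed library preparation, as the labels and the methods of the study state. The authors trimmed reads with Trim Galore, aligned them to the mouse assembly GRCm38 (mm10) with Bismark and Bowtie 2 in non-directional mode, removed duplicates and extracted the calls of each cytosine. The deposited values are whole-number counts of methylated and unmethylated calls per cytosine in CpG context, not normalized. Each of the 5 deposited tables listed the same 43816016 cytosines, and the positions of all 21867837 CpG dyads matched the GRCm38 reference genome. No batch was named in the labels, and batches could not be compared. Duplicates were removed by position, so that counts are not molecules labelled before amplification, and intervals cover counting error only.

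The libraries were grouped by the genotype in their titles. All 5 carry *Cebpa*Δ/p30, with intact *Tet2* in 2 (*Tet2*+/+, numbers 23 and 24) and deleted *Tet2* in 3 (*Tet2*Δ/Δ, numbers 5, 7 and 8). Calls of both strands were added per CpG dyad. The autosomes and the X chromosome were used, and the mitochondrial genome as a control. Mean depth was 2.96 to 5.19 calls per dyad, and 81.4% to 88.7% of dyads had a call. A share of 0 was given the upper limit of 3 counts. The methylation level of a region was the methylated calls over all calls (weighted methylation level), as in the methods of the study. Levels of single regions were compared with an exact permutation test over the 10 splits of the libraries, two-sided on the difference of group means, in place of the parametric test of the study, because the groups hold 2 and 3 values.

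Regions were 5 kb tiles, promoters (1000 bp on each side of the 5′ end of each protein-coding gene in GENCODE) and gene bodies, each with at least 20 calls in every library. They were tested with edgeR 4.0.16 in R 4.3.3. Methylated and unmethylated counts of each library entered as 2 columns of equal library size, with a coefficient per library, a coefficient for methylation and a coefficient for the difference in methylation between the groups. The dispersion was trended, and the quasi-likelihood test (glmQLFit, glmQLFTest) was adjusted by Benjamini-Hochberg within each kind of region at 0.05. Tiles were named by the reference annotation. Regions named in the text were the 4 preset promoters, *Tet2* and *Cebpa*. In each direction they also included the 5 promoters and the 3 tiles with the largest difference of group means among those past the threshold whose groups do not overlap. CpG density was counted in 1 kb tiles.

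Genes lower or higher in RNA were taken from the complete lists of the study, which rest on RNA libraries, and membership was the only information used. Promoters and gene bodies of a list were tested on log2((methylated + 2)/(unmethylated + 2)) with camera of limma 3.58.1 at its preset correlation of 0.01, with p adjusted by Benjamini-Hochberg over the 4 lists in each setting. The median difference of a list was ranked among 10000 random lists matched in 20 classes of mean methylation. Body gain was compared with Fisher's exact test. Oligonucleotide sequences given by the study were matched to the reference to place the deleted segment of *Tet2* and the *Gata2* enhancer. Coverage was compared in 200 kb windows smoothed over 5 windows, with runs of at least 4 windows whose log2 ratio to the median library passed 0.3 in size. Python 3.11.15, numpy 2.4.6 and scipy 1.17.1 were used for levels and exact tests, and matplotlib 3.10.9 for plots.

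The region tests were tested on simulated data drawn with the depths and levels of the real regions, with 200 regions changed. Regions were drawn independently, with the same spread for all regions of a kind and no shift shared by a whole library. The real libraries differ in their level as a whole, so these simulations do not show how many calls are false under such a shift. At a change of 45 points edgeR's quasi-likelihood test recovered 76 of 200 promoters with 0 false calls among 19456, 199 of 200 gene bodies with 13 false calls among 20715, and 174 of 200 tiles with 6 false calls among 488658. At a change of 25 points it recovered 0 promoters, 169 gene bodies and 0 tiles, and 26 of its 195 calls of gene bodies were false, a larger share than the threshold of 0.05 allows. Limma recovered 200 promoters and 193 tiles at 45 points, with 6 false calls each, and the likelihood ratio test 178 promoters with 153 false calls. A simulated list of 164 promoters shifted by 8 points had a camera p of 3.35e-16 and an unshifted list a p of 0.565.

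Alternatives were other coverage minimums (10 and 50 calls), edgeR's likelihood ratio test, limma with and without subtraction of each library's median, thinning to the shallowest library, dyads called in all 5 libraries, a minimum difference of 10 points, other tile and promoter lengths, fry and an estimated correlation for lists, a pseudocount of 0.5, other sizes of a gain, other flanks and leaving out each library in turn. The closing section gives their effect. RNA, chromatin and patient data of the study were not analysed here.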

Results

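The data describe CpG methylation in leukemic blasts from the bone marrow of mice with *Cebpa*-mutant acute myeloid leukemia (AML), measured by whole-genome bisulfite sequencing (WGBS). Bisulfite turns unmethylated cytosine into uracil, so that a cytosine read as C is called methylated and a cytosine read as T unmethylated. The leukemias carried a deleted *Cebpa* allele (Δ) and an allele that encodes only p30, the short isoform of the transcription factor CEBPA. They were either wild type for *Tet2* (*Tet2*+/+, 2 libraries, numbered 23 and 24) or lacked a functional *Tet2* (*Tet2*Δ/Δ, 3 libraries, numbered 5, 7 and 8), the gene of a dioxygenase that oxidises methylated cytosine. Each library listed methylated and unmethylated calls for 43816016 cytosines in CpG context of the GRCm38 (mm10) assembly. On the autosomes and the X chromosome, calls summed to 79298404 in *Tet2*+/+ library 23 and 74749417 in library 24. They summed to 108632086, 110752967 and 63111735 in *Tet2*Δ/Δ libraries 5, 7 and 8. With both strands of a CpG added (a CpG dyad), the mean depth per dyad was 3.71 and 3.50 calls in the *Tet2*+/+ libraries and 5.09, 5.19 and 2.96 calls in the *Tet2*Δ/Δ libraries. Of 21353092 dyads, 15456100 (72.4%) had a call in all 5 libraries. Single CpGs were too shallow to compare, so calls were summed over regions. All tests were two-sided. With 2 libraries against 3, an exact permutation test has 10 splits and cannot give a p below 0.1, so that no single value could pass 0.05 in such a test.

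The state of *Tet2* was examined first, to check the labels. The segment between the matches of the genotyping primers of the floxed allele (chromosome 3, 133466391 to 133468261, 34 CpG dyads) covers the start of the last exon of *Tet2* and the end of the intron before it. It had 121 and 150 calls in *Tet2*+/+ libraries 23 and 24 and 0 calls in each of the 3 *Tet2*Δ/Δ libraries. Relative to 500 kb on each side, coverage was 116% ± 22.2 (SD, n = 2) in *Tet2*+/+ and 0% in all 3 *Tet2*Δ/Δ libraries (exact permutation p = 0.1). A count of 0 allows up to 1.86%, 1.90% and 3.31% of the flanking coverage in *Tet2*Δ/Δ libraries 5, 7 and 8. With 1 library left out at a time, the *Tet2*+/+ mean lay between 101% and 132%.

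To ask whether loss of TET2 changed DNA methylation as a whole, the weighted methylation level (methylated calls over all calls) was compared. It was 67.3% and 62.3% in *Tet2*+/+ libraries 23 and 24, and 70.9%, 74.8% and 68.4% in *Tet2*Δ/Δ libraries 5, 7 and 8. The means were 64.8% ± 3.53 (SD, n = 2) and 71.4% ± 3.23 (SD, n = 3), a difference of 6.52 points (exact permutation p = 0.2). All 3 *Tet2*Δ/Δ libraries were above both *Tet2*+/+ libraries, but the difference rested in part on library 24. It was 4.03 points without *Tet2*+/+ library 24 and 9.02 points without *Tet2*+/+ library 23. The sorted cells were donor-derived cells without lymphoid and erythroid markers. In the study, donor-derived bone marrow cells of the genotypes differed in their myeloid markers. A difference in cell composition could not be told apart here from a change of methylation within the cells.

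By CpG density, the level rose by 7.48 points in CpG-poor 1 kb tiles (under 20 dyads, 80.2% of dyads), from 68.9% ± 3.50 (SD, n = 2) to 76.4% ± 4.10 (SD, n = 3; exact permutation p = 0.2). It rose by 6.92 points in tiles of intermediate density, from 58.1% ± 3.55 (SD, n = 2) to 65.0% ± 2.69 (SD, n = 3; exact permutation p = 0.1). In CpG-dense tiles (at least 50 dyads, 5.21% of dyads) it rose by 1.73 points, from 10.4% ± 1.21 (SD, n = 2) to 12.1% ± 0.509 (SD, n = 3; exact permutation p = 0.1). As a control for incomplete conversion, methylated calls on the mitochondrial genome were counted. They made up between 0.807% and 0.989% of the mitochondrial calls of the 5 libraries, with 7279 to 10602 calls per library. The means were 0.884% ± 0.0436 (SD, n = 2) in *Tet2*+/+ and 0.894% ± 0.0914 (SD, n = 3) in *Tet2*Δ/Δ (exact permutation p = 1). That difference of 0.0103 points changed sign without *Tet2*+/+ library 24 (-0.0206 points) or without *Tet2*Δ/Δ library 7 (-0.0371 points).

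**Figure D1:**
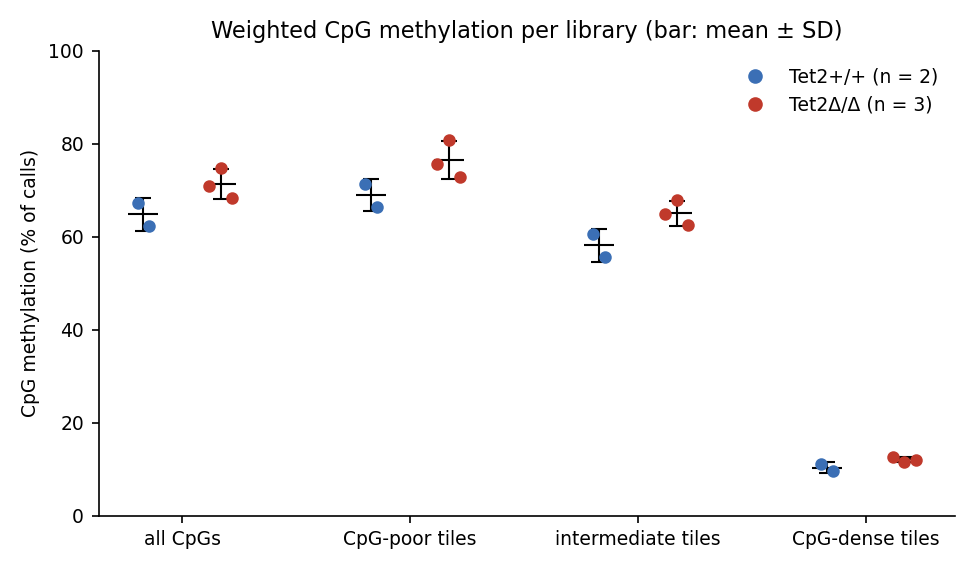
Weighted CpG methylation (percent of calls) of each library over all CpGs and in 1 kb tiles of 3 CpG densities, with points for libraries and bars for the group mean ± SD. Over all CpGs the 2 *Tet2*+/+ libraries lie at 67.3% and 62.3% and the 3 *Tet2*Δ/Δ libraries between 68.4% and 74.8%.

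Along 18590 protein-coding genes, the difference followed the gene structure. Within 100 bp of the transcription start site (TSS), methylation was 9.09% ± 0.987 (SD, n = 2) in *Tet2*+/+ and 10.2% ± 0.342 (SD, n = 3) in *Tet2*Δ/Δ, a gain of 1.14 points. Over the scaled gene body it was 70.1% ± 3.24 (SD, n = 2) and 77.0% ± 3.25 (SD, n = 3), a gain of 6.95 points. The gain was 2.64 points in the 1 kb upstream of the TSS, 1.91 points in the first 1 kb, 7.65 points in the last 1 kb and 6.37 points in the 1 kb downstream. Each of these 6 parts gave an exact permutation p of 0.1, the smallest possible. As a share of the *Tet2*+/+ level, the gain was 14.2% upstream of the TSS and 9.92% in the gene body.

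**Figure D2:**
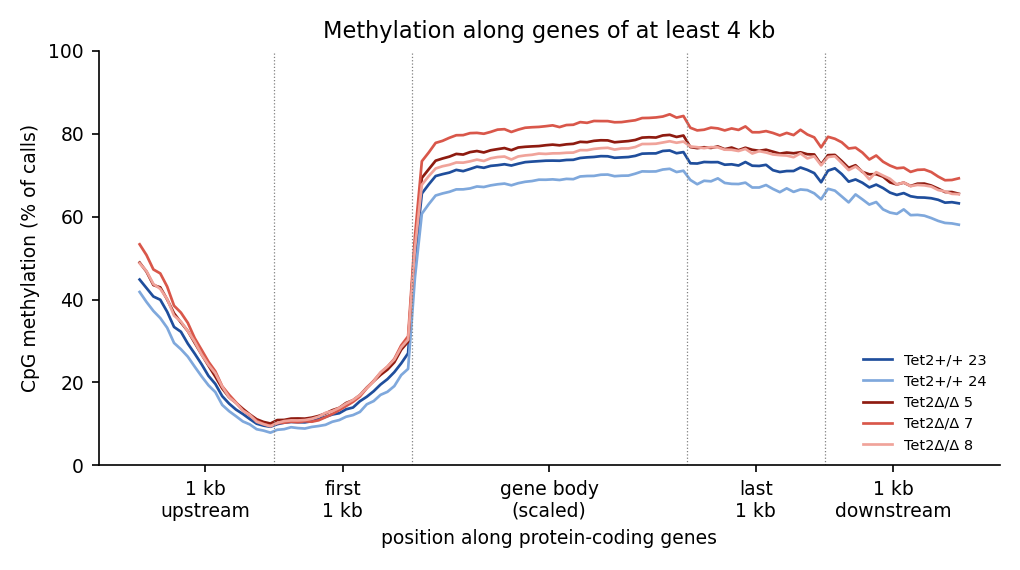
Mean CpG methylation (percent of calls) of each library along protein-coding genes of at least 4 kb, from 1 kb upstream of the TSS to 1 kb downstream of the gene end, with the middle of the gene scaled. The lines meet near the TSS, where the group means are 9.09% and 10.2%, and separate over the gene body, where they are 70.1% and 77.0%.

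To find where methylation changed, 5 kb tiles with at least 20 calls in every library were tested with edgeR's quasi-likelihood test on methylated and unmethylated counts. Of 488658 tiles, 15838 passed a Benjamini-Hochberg adjusted p of 0.05, of which 15733 (99.3%) were higher and 105 lower in *Tet2*Δ/Δ, and 88918 had an unadjusted p under 0.05. The median difference over all tiles was 6.14 points. It was 3.73 points without *Tet2*+/+ library 24 and 8.53 points without *Tet2*+/+ library 23. After each library's median was subtracted, so that changes are relative to the median tile, limma found 311 tiles, 194 (62.4%) higher and 117 lower. Without that step limma found 7758. The count also depended on single libraries, and most on *Tet2*+/+ library 24. It was 276 without that library, 5292 without *Tet2*+/+ library 23 and 6437 without *Tet2*Δ/Δ library 5. In 36.6% of tiles all *Tet2*Δ/Δ libraries were above both *Tet2*+/+ libraries and in 1.28% all were below. Random splits would give 10% in each direction on average. Tiles share the same libraries and their overall levels, so a single split can lie far from that by chance.

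The 3 tiles with the largest gains lay in *Mast4*, *Nck2* and *Slc7a15*. A tile in an intron of *Mast4* (chromosome 13, 102830001 to 102835000, 75 dyads), with only 32 to 63 calls per library, rose from 22.1% ± 17.4 (SD, n = 2) to 89.0% ± 4.39 (SD, n = 3; edgeR adjusted p = 1.93e-09). A tile that overlaps an exon of *Nck2* (chromosome 1, 43550001 to 43555000, 77 dyads) rose from 31.2% ± 1.76 to 92.1% ± 3.29 (edgeR adjusted p = 9.43e-19). A tile in an intron of *Slc7a15* (chromosome 12, 8570001 to 8575000, 71 dyads) rose from 18.7% ± 9.23 to 77.8% ± 8.63 (edgeR adjusted p = 7.26e-13). For tiles, edgeR's fit took the spread between libraries from the trend and gave a single tile's own spread no weight. In the order *Mast4*, *Nck2* and *Slc7a15*, limma adjusted p were 2.49e-16, 2.83e-15 and 3.46e-15. After subtraction of each library's median, limma adjusted p were 0.00499, 0.00131 and 0.00499. Of the 3 tiles with the largest losses, a tile that overlaps an exon of *Fam217a* (chromosome 13, 34915001 to 34920000, 70 dyads) fell from 87.2% ± 0.523 to 43.6% ± 0.949 (edgeR adjusted p = 6.43e-08). The other 2 lay in the segment of chromosome 3 around *Tet2* (132000001 to 142000000), in which 380 CpGs had no methylated call in any *Tet2*Δ/Δ library. A tile in *Bank1* outside its exons (chromosome 3, 136265001 to 136270000, 31 dyads) fell from 89.7% ± 2.15 to 42.2% ± 8.74 (edgeR adjusted p = 4.24e-07). A tile outside annotated genes (chromosome 3, 141350001 to 141355000, 12 dyads) fell from 73.0% ± 1.76 to 29.3% ± 3.50 (edgeR adjusted p = 0.00573). This last tile had 27 to 39 calls per library and no longer passed without *Tet2*+/+ library 23 (edgeR adjusted p = 0.0831), *Tet2*+/+ library 24 (0.370) or *Tet2*Δ/Δ library 5 (0.0551). The other 5 tiles passed with any 1 library left out.

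Promoters were taken as 1000 bp on each side of the TSS. Of 19456 promoters tested with edgeR's quasi-likelihood test, 209 passed, of which 206 (98.6%) were higher and 3 lower in *Tet2*Δ/Δ, and 3519 had an unadjusted p under 0.05. The median difference was 2.22 points, with 1.54 points without *Tet2*+/+ library 24 and 2.80 points without *Tet2*+/+ library 23. Limma found 181 promoters and, after subtraction of each library's median, 40, of which 34 (85.0%) were higher and 6 lower. No promoter passed without *Tet2*+/+ library 24 in edgeR's quasi-likelihood test, with 1598 at an unadjusted p under 0.05. That setting was run with no other tool. The count was 21 without *Tet2*+/+ library 23, 105 without *Tet2*Δ/Δ library 7 and 83 without *Tet2*Δ/Δ library 8. In 32.8% of promoters all *Tet2*Δ/Δ libraries were above both *Tet2*+/+ libraries and in 4.05% all were below. Random splits would give 10% in each direction on average, but promoters, like tiles, are not independent.

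Among promoters that passed, the largest gains were at *Bcl2a1a*, *Eid3*, *P2ry6*, *Rpl9-ps1* and *4922502D21Rik*. The *Eid3* promoter (chromosome 10, 82865626 to 82867626, 47 dyads), which lies within *Txnrd1*, rose from 23.5% ± 3.95 (SD, n = 2) to 87.5% ± 3.60 (SD, n = 3; edgeR adjusted p = 0.00208), with 127 to 291 calls per library. The *P2ry6* promoter (chromosome 7, 100973649 to 100975649, 55 dyads) rose from 26.6% ± 3.77 to 89.3% ± 6.47 (edgeR adjusted p = 0.00235). The *4922502D21Rik* promoter (chromosome 6, 129330796 to 129332796, 23 dyads) rose by 59.5 points (edgeR adjusted p = 0.00744). *Bcl2a1a* (chromosome 9, 88955900 to 88957900, 21 dyads) belongs to a cluster of near-identical paralogs, and *Rpl9-ps1* (chromosome 11, 83644621 to 83646621, 11 dyads) carries a pseudogene name, so that reads of other copies could be counted there. They rose by 65.8 points (edgeR adjusted p = 0.0115) and 62.0 points (edgeR adjusted p = 0.0335), with 32 to 56 and 39 to 66 calls per library. None of these 5 passed without *Tet2*+/+ library 24, where their edgeR adjusted p lay between 0.109 and 0.225, while their gains stayed between 58.8 and 79.6 points. Without *Tet2*+/+ library 23, *Bcl2a1a* (edgeR adjusted p = 0.0568), *4922502D21Rik* (0.0594) and *Rpl9-ps1* (0.156, with a gain of 44.3 points) did not pass either. *Rpl9-ps1* also failed without *Tet2*Δ/Δ library 7 (edgeR adjusted p = 0.0743) or 8 (0.0665).

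Only 3 promoters passed in the other direction. The *Tmem223* promoter (chromosome 19, 8769996 to 8771996, 46 dyads), which overlaps *Nxf1*, fell from 44.0% ± 16.0 (SD, n = 2) to 11.01% ± 1.77 (SD, n = 3; edgeR adjusted p = 0.0197). The *Mn1* promoter (chromosome 5, 111416362 to 111418362, 220 dyads) fell from 25.8% ± 15.5 to 4.49% ± 2.48 (edgeR adjusted p = 0.0314). The *Tut4* promoter (chromosome 4, 108458426 to 108460426, 138 dyads) fell from 6.13% ± 3.77 to 0.697% ± 0.513 (edgeR adjusted p = 0.0348). Without *Tet2*+/+ library 24 these 3 had edgeR adjusted p of 0.109, 0.478 and 0.505, with differences of -44.3, -10.4 and -2.76 points. Without *Tet2*+/+ library 23 *Tmem223* (-21.7 points, edgeR adjusted p = 0.116) and *Tut4* (-8.10 points, 0.0568) did not pass, and *Mn1* did (-32.3 points, 0.0485). None of the 3 passed without *Tet2*Δ/Δ library 7 (edgeR adjusted p of 0.0602, 0.0888 and 0.105). *Mn1* also failed without *Tet2*Δ/Δ library 8 (edgeR adjusted p = 0.0687) and *Tut4* without library 5 (0.0525). The promoter of *Tet2* (chromosome 3, 133544139 to 133546139) was at 3.17% ± 1.248 (SD, n = 2) and 3.14% ± 0.488 (SD, n = 3; edgeR adjusted p = 0.972). That difference of -0.0243 points changed sign without *Tet2*+/+ library 23 (0.858 points) or *Tet2*Δ/Δ library 7 (0.234 points). The promoter of *Cebpa* (chromosome 7, 35118293 to 35120293) was at 1.01% ± 0.0867 (SD, n = 2) and 0.681% ± 0.0533 (SD, n = 3; edgeR adjusted p = 0.612). It lies in a segment whose coverage was 1.85 times that of the other autosomal CpGs in *Tet2*+/+ library 24.

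Gene bodies were tested in the same way. Of 20715 gene bodies, 3216 passed in edgeR's quasi-likelihood test, of which 3202 (99.6%) were higher and 14 lower in *Tet2*Δ/Δ, and 6041 had an unadjusted p under 0.05. In simulated gene bodies with 200 changed by 25 points, 26 of the 195 calls of this test were false. The median difference was 4.95 points, with 3.04 points without *Tet2*+/+ library 24 and 6.87 points without *Tet2*+/+ library 23. Limma found 485 gene bodies and, after subtraction of each library's median, 6, of which 5 (83.3%) were higher and 1 lower. Without *Tet2*+/+ library 24 the edgeR count was 87, and without *Tet2*Δ/Δ library 5 it was 1813. In 46.0% of gene bodies all *Tet2*Δ/Δ libraries were above both *Tet2*+/+ libraries and in 1.46% all were below. Random splits would give 10% in each direction on average, but gene bodies, like tiles, are not independent.

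The study asked whether promoters of genes with lower RNA levels in TET2-deficient blasts gained methylation. Its lists, drawn from other libraries (RNA sequencing), held 176 genes lower and 58 genes higher in RNA. Of the former, 164 promoters were tested. Their mean methylation was 27.2% and 25.9% in *Tet2*+/+ libraries 23 and 24 and 36.5%, 37.6% and 36.9% in *Tet2*Δ/Δ libraries 5, 7 and 8. The group means were 26.5% ± 0.964 (SD, n = 2) and 37.0% ± 0.551 (SD, n = 3), a difference of 10.5 points or 39.5% of the *Tet2*+/+ level (exact permutation p = 0.1). The median promoter of the list rose from 18.6% ± 1.37 (SD, n = 2) to 28.4% ± 1.89 (SD, n = 3), or by 52.6%. The median of the differences was 5.87 points, against 2.22 points over all promoters. It lay at percentile 99.97 of 10000 random lists matched on mean methylation, which had a median of 3.30 points (95% of lists between 2.24 and 4.63). The difference was positive in 86.0% of the promoters. In limma's camera test with its preset correlation of 0.01, the list had an adjusted p = 0.000979 (Benjamini-Hochberg over the 4 lists tested, as for all p of lists here). The call held under limma's fry (adjusted p = 0.0133) and did not hold with the correlation estimated from the data (camera adjusted p = 0.358). With 1 library left out at a time, camera's adjusted p lay between 0.000301 and 0.0222.

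For the 57 tested promoters of genes higher in RNA, the mean was 19.8% ± 0.483 (SD, n = 2) in *Tet2*+/+ and 21.8% ± 1.59 (SD, n = 3) in *Tet2*Δ/Δ (exact permutation p = 0.2). The median difference of 1.71 points lay at percentile 44.0 of matched random lists, and the mean difference of 1.97 points at percentile 1.23. Camera, which compares a list with all other promoters, pointed down (limma adjusted p = 0.805), whereas median and mean were positive. Fry, which compares a list with 0, pointed up (limma adjusted p = 0.0744, with an unadjusted p under 0.05). Without *Tet2*+/+ library 24 camera pointed up (limma adjusted p = 0.900).

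To contrast promoters with gene bodies, the same lists were tested over gene bodies. For 168 genes lower in RNA, body methylation was 65.0% ± 3.01 (SD, n = 2) and 71.2% ± 2.46 (SD, n = 3; exact permutation p = 0.1). The median difference of 5.11 points lay at percentile 55.8 of matched random lists, and camera gave a limma adjusted p = 0.779. For 56 genes higher in RNA it was 56.9% ± 2.30 (SD, n = 2) and 62.6% ± 1.87 (SD, n = 3; exact permutation p = 0.1). The median difference of 4.80 points lay at percentile 49.4, and camera, which pointed down while median and mean were positive, gave a limma adjusted p = 0.823. Neither gene body list passed under fry (limma adjusted p = 0.1002 for both).

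**Figure D3:**
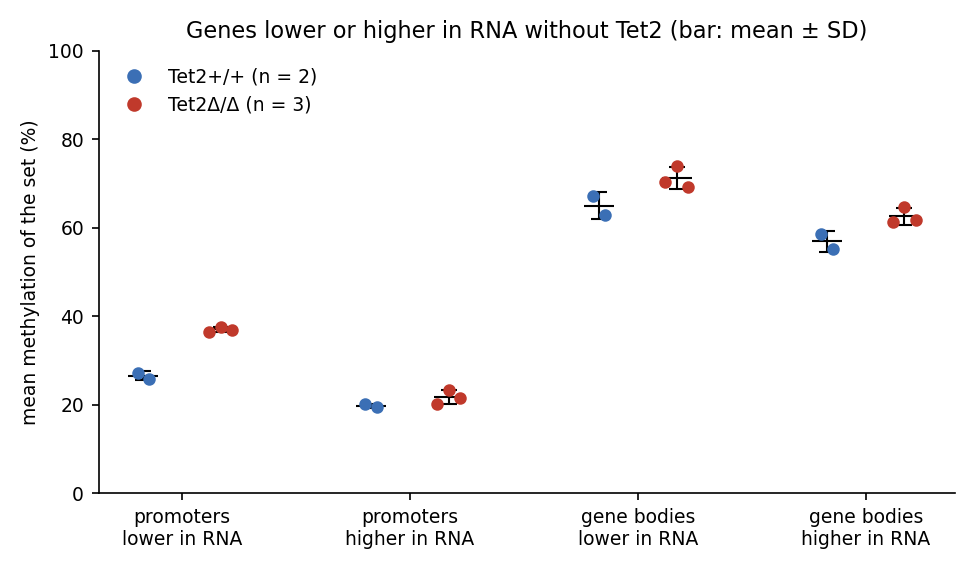
Mean methylation (percent) of the promoters and gene bodies of genes lower or higher in RNA without *Tet2*, with points for libraries and bars for the group mean ± SD. Promoters of genes lower in RNA lie at 27.2% and 25.9% in *Tet2*+/+ and between 36.5% and 37.6% in *Tet2*Δ/Δ.

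The study also asked whether a gain in the gene body went with a gain in the promoter. A gain was set as a difference of group means of at least 10 points. The promoter gained in 36.4% of 162 genes lower in RNA (95% Clopper-Pearson interval 29.0% to 44.3%) and in 18.5% of 19048 other genes, expressed or not (17.99% to 19.1%; Fisher's exact p = 1.28e-07). Among genes with such a promoter gain, the body gained in 19 of 59 genes lower in RNA (32.2%, 95% Clopper-Pearson interval 20.6% to 45.6%) and in 1758 of 3531 other genes (49.8%, 48.1% to 51.5%), a difference of -17.6 points (Fisher's exact p = 0.00830). Genes are not independent replicates, and these intervals, like those below, cover counting error only. Both shares moved with single libraries. In genes lower in RNA and in other genes they were 50.8% and 64.5% without *Tet2*+/+ library 23. Without *Tet2*+/+ library 24 they were 20.4% and 33.2%. The difference was -17.97 points at a gain of at least 5 points (Fisher's exact p = 0.000199) and -7.87 points at a gain of at least 20 points (Fisher's exact p = 0.338). It was -12.8 points without *Tet2*+/+ library 24 (Fisher's exact p = 0.0657) and -11.7 points without *Tet2*Δ/Δ library 7 (Fisher's exact p = 0.0934).

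The promoters of *Gata2*, *Fut8* and *Sirt5*, conserved targets in the study, were fixed in advance. *Gata2* has an upstream first exon, used by variant V2 (TSS at 88193891 on chromosome 6), and a downstream one, used by V1 (TSS at 88198334). The V2 promoter (chromosome 6, 88192891 to 88194891, 119 dyads) was methylated at 5.51% (95% Wilson interval 3.67% to 8.21%) and 4.71% (2.92% to 7.51%) in *Tet2*+/+ libraries 23 and 24. In *Tet2*Δ/Δ libraries 5, 7 and 8 it was at 5.59% (4.16% to 7.46%), 10.4% (8.55% to 12.7%) and 6.40% (4.43% to 9.15%), with 340 to 833 calls per library. The means were 5.11% ± 0.571 (SD, n = 2) and 7.48% ± 2.60 (SD, n = 3), a gain of 2.37 points or 46.3% of the *Tet2*+/+ level, within the spread between replicates (exact permutation p = 0.4). The gain was 0.882 points without *Tet2*Δ/Δ library 7. It was 0.650 points with 500 bp on each side of the TSS, and 1.23 points with 2000 bp, where the level rose from 19.6% to 20.8%. The V1 promoter (chromosome 6, 88197334 to 88199334, 120 dyads) was at 5.36% ± 4.49 (SD, n = 2) and 7.47% ± 6.37 (SD, n = 3; exact permutation p = 0.8). The difference of 2.11 points changed sign without *Tet2*+/+ library 23 (-1.06 points) or *Tet2*Δ/Δ library 8 (-1.56 points). At V1 the study's values for every single mouse, and its group means, differ from those counted here. At V2 its values for every *Tet2*Δ/Δ mouse differ while the group means are alike, so that the share of single libraries in the gain is uncertain, and the reason was not found.

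The *Fut8* promoter (chromosome 12, 77237125 to 77239125, 142 dyads) was at 0.819% ± 0.285 (SD, n = 2) and 1.17% ± 0.734 (SD, n = 3; exact permutation p = 0.9). The difference of 0.352 points was -0.0625 points without *Tet2*Δ/Δ library 8. The *Sirt5* promoter (chromosome 13, 43364496 to 43366496, 66 dyads) was at 28.5% and 12.6% in *Tet2*+/+ libraries 23 and 24, whose Wilson intervals (23.3% to 34.4% and 8.76% to 17.9%) do not overlap. The means were 20.6% ± 11.2 (SD, n = 2) and 26.6% ± 0.896 (SD, n = 3; exact permutation p = 0.5). The difference of 6.05 points was -1.90 points without *Tet2*+/+ library 24. In edgeR's quasi-likelihood test the adjusted p over all promoters was 0.533 for V2, 0.836 for V1, 0.817 for *Fut8* and 0.582 for *Sirt5*. Adjusted over the list alone, edgeR gave 0.540, 0.628, 0.628 and 0.540, so that 0 of the 4 passed either way (unadjusted p from 0.222 to 0.628). With limma 0 of the 4 passed as well (unadjusted p from 0.228 to 0.823).

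The distal enhancer of *Gata2* (G2DHE), located by the matches of the study's guide sequences with 250 bp on each side (chromosome 6, 88116514 to 88117583, 25 dyads), lies upstream of the gene. It was at 5.41% and 4.72% in *Tet2*+/+ libraries 23 and 24 and at 7.14%, 0% and 0.847% in *Tet2*Δ/Δ libraries 5, 7 and 8. The means were 5.06% ± 0.482 (SD, n = 2) and 2.66% ± 3.90 (SD, n = 3), a difference of -2.40 points (exact permutation p = 0.4). The 0 of 160 calls in library 7 allows a level of up to 1.88%. Without that library the difference was -1.07 points, and without *Tet2*Δ/Δ library 5 it was -4.64 points.

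**Figure D4:**
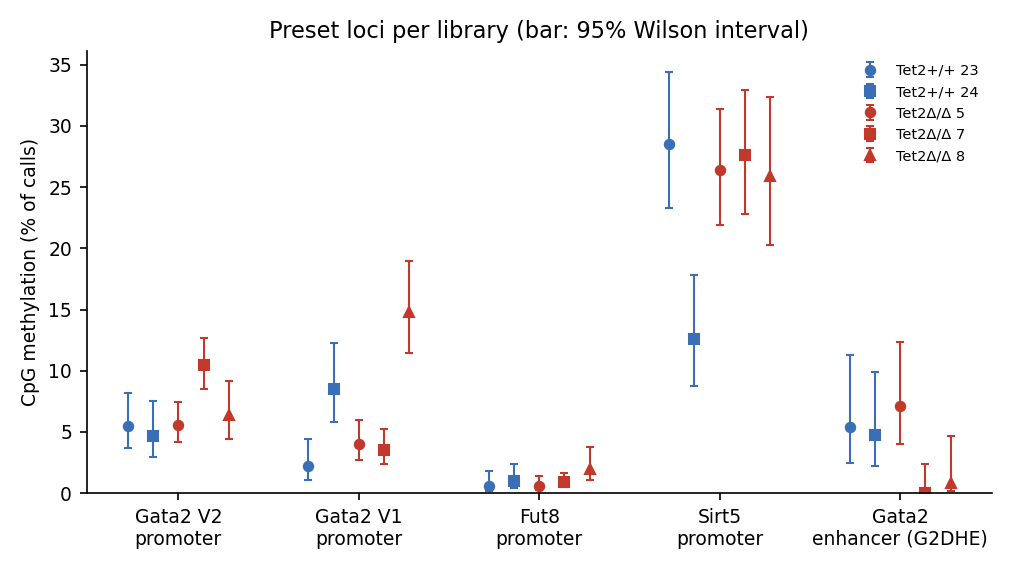
Methylation (percent of calls) of each library at the 4 preset promoters and the *Gata2* enhancer, with 95% Wilson intervals as bars. At the *Gata2* V2 promoter library 7 lies at 10.4% and the other 4 libraries between 4.71% and 6.40%.

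Coverage per CpG was compared between chromosomes and along them to look for differences in copy number. Chromosome 15 was covered at 1.26 and 1.08 times the other autosomes in *Tet2*+/+ libraries 23 and 24 and at 1.45, 1.42 and 1.46 times in *Tet2*Δ/Δ libraries 5, 7 and 8. A segment of chromosome 2 (60200001 to 165800000) was at 0.644 in *Tet2*Δ/Δ library 5 and between 0.979 and 0.995 in the other 4 libraries. Methylation of these chromosomes rose by 6.67 points (chromosome 15) and 6.87 points (chromosome 2), within the range of the autosomes (6.09 to 7.33 points). In 2 shorter segments the groups lay apart, by the median of 200 kb windows relative to the mean coverage of each library. A segment of chromosome 3 (139800001 to 141600000), which lies within the segment around *Tet2* and holds the tile at 141350001, was at 0.796 and 0.777 in *Tet2*+/+ libraries 23 and 24 and at 0.523, 0.487 and 0.512 in *Tet2*Δ/Δ libraries 5, 7 and 8. A segment of chromosome 7 (31800001 to 32800000) was at 0.188 and 0.207 in *Tet2*+/+ and at 0.282, 0.271 and 0.284 in *Tet2*Δ/Δ. Both were found by their difference in coverage, and no test was run on them.

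**Figure D5:**
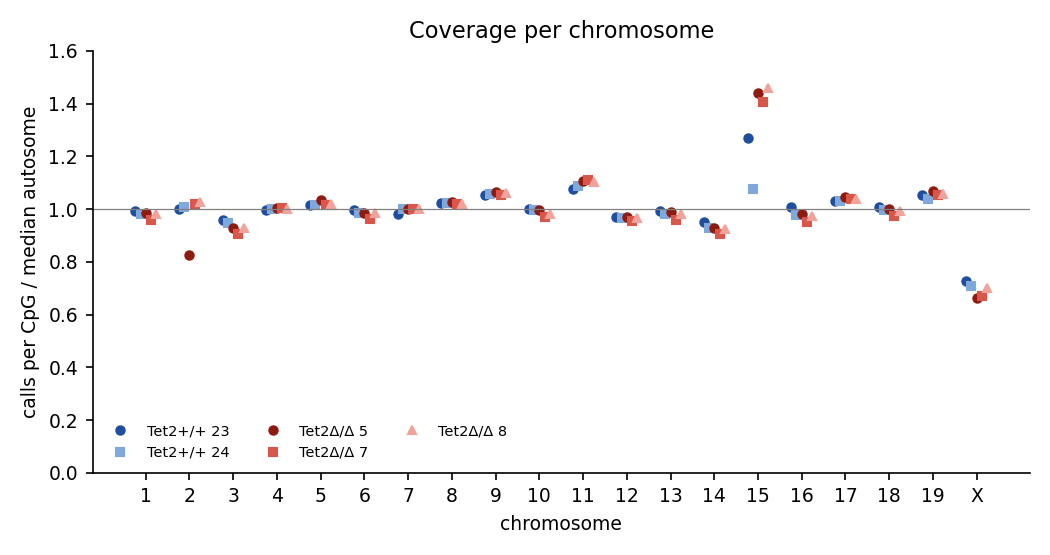
Calls per CpG of each chromosome relative to the median autosome of the same library. Chromosome 15 lies highest in the 3 *Tet2*Δ/Δ libraries, at 1.40 to 1.46, and chromosome 2 is low in *Tet2*Δ/Δ library 5, at 0.825.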

Values the study reported

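The study reported that promoter methylation of genes downregulated upon loss of TET2 increased by 54%, and that methylation of the *Gata2* V2 promoter increased by 46%. Where the promoter was hypermethylated, it reported hypermethylated gene bodies in 34.8% of downregulated genes (95% confidence interval 18.8 to 55.11) and in 18.1% of neutral and upregulated genes (16.4 to 19.9), with p = 0.0427.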

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

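Of the tests in this part, the rate of unmethylated CpGs in the rest of the genome, the 5 Mb windows and the genotype test of chromosome 15, the windows of chromosome 2 and the *Cebpa* coverage were chosen only after the result was seen. The patterns here come from calls at single CpGs and from coverage of chromosomes and segments, which were not among the comparisons planned before the data were examined.

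In a 10 Mb segment of chromosome 3 around *Tet2* (132000001 to 142000000), 380 of 33138 CpGs had no methylated call in any *Tet2*Δ/Δ library, with at least 10 calls summed over these 3 libraries, although at least 80% of at least 6 calls were methylated in *Tet2*+/+. Their mean level was 91.8% ± 0.942 (SD, n = 2) in *Tet2*+/+ and 0% in all 3 *Tet2*Δ/Δ libraries. In the rest of the genome 113 of 11146983 CpGs met the same criteria, or 10.1 ppm, a rate that argues against chance at low depth. The bounds of the segment were drawn from these data, as the run of 1 Mb windows around *Tet2* that each hold at least 5 of the CpGs without a methylated call. Loss of methylation over the region is argued against by the CpGs within 250 bp of them, which were at 81.5% ± 1.71 (SD, n = 2) and 82.6% ± 3.74 (SD, n = 3), a difference of 1.12 points (exact permutation p = 0.9). A candidate explanation is sequence variants linked to the engineered *Tet2* allele, such as C-to-T variants in flanking DNA of another mouse strain, which bisulfite sequencing reads as unmethylated cytosine. Variants could also remove calls from 1 strand of a CpG while the other strand is still called. Such cytosines made up 45 of 10632 in the segment and 5392 of 4588703 elsewhere, a ratio of 3.60, in line with that explanation. Part of the segment (139800001 to 141600000) was also covered less in all 3 *Tet2*Δ/Δ libraries than in both *Tet2*+/+ libraries, and the cause was not tested. Of the 105 tiles called lower in *Tet2*Δ/Δ, 14 (13.3%) lay in this segment (Fisher's exact p = 1.28e-17, with tiles that are not independent), and none of the lower promoters or gene bodies did. The excess of lower tiles is in part built in, since the segment was drawn by CpGs without a methylated call in *Tet2*Δ/Δ. In the same segment 49 tiles were called higher. The median difference of the 14 lower tiles was -35.5 points, and -27.1 points without the CpGs that had no methylated call. Only 8 of these 14 tiles held such a CpG, so that leaving these CpGs out could not change the others. A biological difference in methylation between the genotypes at the remaining CpGs of these tiles was not tested and stays open.

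Chromosome 15 was covered at 1.44 ± 0.0221 (SD, n = 3) times the other autosomes in *Tet2*Δ/Δ and at 1.17 ± 0.134 (SD, n = 2) times in *Tet2*+/+, a level above the control libraries in all 3 *Tet2*Δ/Δ libraries. Uneven coverage by CpG density is argued against by the 3 density classes, in which the difference was at least 0.267. Extra copies of the whole chromosome in part of the cells are a candidate explanation. All 3 *Tet2*Δ/Δ libraries were above both *Tet2*+/+ libraries, with a mean more than 1.1 times higher, in 16 of 21 windows of 5 Mb (76.2%) and in 0 of 480 windows of the other autosomes. The coverage of 1.26 in *Tet2*+/+ library 23 lay between those of library 24 (1.08) and of the *Tet2*Δ/Δ libraries, so that the pattern was not restricted to *Tet2*Δ/Δ. An effect of the *Tet2* genotype on how often such cells arise cannot be told apart from differences between single leukemias, since the exact permutation p of 0.1 is the smallest that 5 libraries allow.

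A segment of chromosome 2 (60200001 to 165800000, 105.6 Mb) was covered at 0.644 times the other autosomal CpGs in *Tet2*Δ/Δ library 5 and between 0.979 and 0.995 times in the other 4 libraries. The deficit had about the same size in all 3 CpG density classes, with a ratio to the median of the other libraries of at most 0.651, which argues against uneven coverage by CpG density. Of the 200 kb windows in the rest of the chromosome, 4 of 367 (1.09%) were under 0.8 times the median of the other libraries. Loss of a copy in part of the cells cannot be told apart from other causes of low coverage, because the segment was chosen for its low coverage. The pattern is in 1 library, so that no biological explanation was tested.

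A segment of chromosome 7 that holds *Cebpa* (33800001 to 35400000) was covered at 1.85 times the other autosomal CpGs in *Tet2*+/+ library 24 and between 1.01 and 1.095 times in the other 4 libraries. The ratio to the median of the other libraries was at least 1.72 in each CpG density class, which argues against uneven coverage by CpG density. Extra copies of the p30 allele would raise coverage of *Cebpa* relative to its flanks, because the other allele is deleted. That coverage was 0.647 in library 24 and 0.448 ± 0.122 (SD, n = 4) in the other libraries, 1.62 SD above their mean. This spread rests largely on *Tet2*Δ/Δ library 8, which was at 0.266 with 166 calls. *Tet2*+/+ library 23 and *Tet2*Δ/Δ libraries 5 and 7 were at 0.490, 0.505 and 0.530. Extra copies of the p30 allele cannot be told apart from extra copies of both alleles with this spread, and no biological explanation was tested for a pattern in 1 library.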

How the results depend on the processing

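The correction by the mitochondrial rate, the tiles without the segment around *Tet2* and the definitions of a gain by fold or by edgeR call were chosen only after the data were seen. So was the use of adjusted p for lists under each alternative, which moved fry for promoters of genes higher in RNA from under to over 0.05 and no other alternative for the lists across 0.05. The other alternatives, like the design, the list of tests and the rule for named regions, were chosen before the data were examined. Of 393 alternatives over 35 results, 320 left the result as it was. For named regions other than the preset promoters, lists and gene body gain this means the same direction and the same side of the threshold, and for counts of regions a count within 1.5 times. For the other results it means the same direction alone, since no exact permutation p could pass 0.05. Leaving out a *Tet2*+/+ library leaves 1 in that group, and edgeR and limma then assume that it varies like the *Tet2*Δ/Δ libraries. No paired analysis was possible because the groups share no replicate numbers.

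The genome-wide difference stayed positive, from 4.03 to 9.02 points with 1 library left out and from 6.54 to 6.77 points under 5 other alternatives. The same holds for the 3 CpG density classes, which ranged from 5.01 to 9.95 points (CpG-poor), 4.41 to 9.43 points (intermediate) and 0.877 to 2.59 points (CpG-dense) with 1 library left out. The mitochondrial difference ranged from -0.0371 to 0.0541 points.

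Counts of regions moved most. Limma called 7758 tiles and 485 gene bodies. After subtraction of each library's median it called 311 tiles, 40 promoters and 6 gene bodies, a change that follows from its construction, since it removes the shift shared by most regions. The likelihood ratio test called 978 promoters, and it also made 153 false calls among simulated promoters. With 1 kb and 10 kb tiles, 24022 of 1047054 and 10530 of 252429 tiles were called. With 500 bp and 2000 bp on each side of the TSS, 104 and 538 promoters were called, of which 81 and 160 were among the 209. For the tile and promoter lengths the cause was not tested. Leaving out 1 library gave 276 to 20019 tiles, 0 to 298 promoters and 87 to 3359 gene bodies, with the lowest counts without *Tet2*+/+ library 24, and part of this follows from having fewer libraries. Without the segment around *Tet2*, 15775 tiles were called, 91 of them lower in *Tet2*Δ/Δ. Coverage minimums, thinning to the shallowest library, dyads called in all 5 libraries and a minimum difference of 10 points kept each count within 1.5 times.

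For the promoters of genes lower in RNA, camera with an estimated correlation gave a limma adjusted p = 0.358. The other alternatives kept the adjusted p under 0.05, from 0.000301 to 0.0222. For genes higher in RNA, fry pointed up for promoters (limma adjusted p = 0.0744) and gene bodies (limma adjusted p = 0.1002), as it compares a list with 0 and not with the other regions. With 1 library left out, camera's adjusted p ranged from 0.3996 to 0.900 for promoters and from 0.3996 to 0.913 for gene bodies, and pointed up without *Tet2*+/+ library 24.

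At the preset loci, the *Fut8* promoter with 2000 bp on each side fell by 1.27 points and the *Gata2* enhancer without flanks rose by 1.01 points. With 1 library left out, the difference ranged from -1.56 to 5.29 points at *Gata2* V1, from -0.0625 to 0.634 points at *Fut8* and from -1.90 to 13.99 points at *Sirt5*. It stayed positive at *Gata2* V2 (0.882 to 3.31 points, with 0.650 and 1.23 points for 500 and 2000 bp on each side) and negative at the enhancer (-4.64 to -1.07 points). The difference at the *Tet2* promoter was 0.389 and 0.165 points with 500 and 2000 bp on each side. With 1 library left out it ranged from -0.907 to 0.858 points, and it was 0.234 points without *Tet2*Δ/Δ library 7. At the *Cebpa* promoter it was 0.0772 points with 2000 bp on each side. The cause was not tested. Of 206 alternatives for named regions other than the preset promoters, 170 kept direction and side, 31 kept only the direction and 5 reversed, all at *Tet2* and *Cebpa*. With 2000 bp on each side *Tmem223*, *Mn1* and *Tut4* did not pass (edgeR adjusted p of 0.0823, 0.102 and 0.238). With 500 bp *Mn1*, *Tut4* (edgeR adjusted p of 0.0927 for each) and *Rpl9-ps1* (0.0563) did not pass. With thinning *Tut4* did not pass (edgeR adjusted p = 0.0671), and after subtraction of each library's median *Rpl9-ps1* did not pass (limma adjusted p = 0.0576).

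The difference in gene body gain was -17.97 points at a gain of at least 5 points (Fisher's exact p = 0.000199), -7.87 points at a gain of at least 20 points (Fisher's exact p = 0.338), -1.66 points at a gain of at least 1.5-fold (Fisher's exact p = 0.816) and -4.79 points at 1.2-fold (Fisher's exact p = 0.314). Among promoters and gene bodies called by edgeR it was -34.0 points (Fisher's exact p = 0.0137). With 1 library left out it ranged from -16.4 to -11.7 points. The cause was not tested. In data simulated at the depths of these libraries, edgeR's quasi-likelihood test recovered 0 of 200 promoters changed by 25 points and 76 of 200 changed by 45 points, and limma 51 and 200. The recovery of promoters thus also depended on the test. Of 200 tiles changed by 25 points, both recovered 0.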

Other observations

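Of the tests in this part, the other splits of the libraries and the correction by the mitochondrial rate were chosen only after the result was seen.

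Among genes with a promoter gain, the share of other genes whose body also gained was 49.8% here. That is higher than the value quoted from the study above, but this order depends on how a gain is defined. The share was 78.0% at a gain of at least 5 points, 25.3% at 1.2-fold and 60.6% among edgeR calls. It was 17.2% at a gain of at least 20 points and 7.82% at 1.5-fold, both below the study's value. In these data the share was lower, not higher, in genes lower in RNA than in other genes, while the study quotes the opposite order. The comparison is not the same, since the other genes here are all genes tested that are not on the list, whether expressed or not, whereas the study set neutral and upregulated genes against the downregulated ones. A comparison with expressed genes only was not run. The size of a gain was also chosen here, and the order under 5 further definitions of a gain is given with the processing alternatives. The promoters of these genes lower in RNA were less methylated in *Tet2*+/+ (median of 32.6% against 44.3%), and the level of the promoter might bear on how often the body gains. Random genes with a promoter gain, matched on promoter methylation, had body gains in 50.8% (95% of 10000 sets between 37.3% and 62.7%), and the 32.2% of the genes lower in RNA lay at percentile 0.15, which argues against this explanation. A biological difference between the genes lower in RNA and the others was not tested.

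The gain at promoters of genes lower in RNA was also set against their CpG content, since these promoters had a median of 54.5 CpG dyads against 70 over all promoters, and CpG-poor regions gained more. Random promoters matched on both CpG number and mean methylation gained a median of 3.29 points (95% of 10000 sets between 2.21 and 4.66). The 5.90 points of 163 promoters of the list lay at percentile 99.98, which argues against CpG content as the cause. Whether loss of TET2 acts on these promoters more than on others remains a hypothesis, since camera with an estimated correlation did not call the list.

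Regrouping the 5 libraries bears on the counts of promoters and gene bodies. Of the 10 splits into 2 and 3 libraries, 1 gave as many promoters as the labels, namely the labels' own split with 209, and the others gave at most 7. For gene bodies it was also 1 of 10, with 3216 against at most 10. In both cases the largest other count came from setting *Tet2*Δ/Δ libraries 7 and 8 against the rest. With 10 splits chance cannot be excluded below a share of 0.1.

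Incomplete bisulfite conversion may inflate methylation levels. Correcting each library for its mitochondrial rate left a genome-wide difference of 6.58 points, which argues against it as the source of the difference.

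The X chromosome gained 4.49 points (exact permutation p = 0.4), less than any autosome (6.09 to 7.33 points). The X level of *Tet2*Δ/Δ library 8 (66.6%) lay below that of *Tet2*+/+ library 23 (68.6%). Its level minus that of the autosomes was 1.42 ± 0.143 points (SD, n = 2) in *Tet2*+/+ and -0.682 ± 1.02 points (SD, n = 3) in *Tet2*Δ/Δ, a difference of -2.10 points (exact permutation p = 0.2). Only 71 of 27459 X tiles (0.259%) were called higher in *Tet2*Δ/Δ, against 15662 of 461199 autosomal tiles (3.40%). Lower depth of the X (median of 383 against 719 calls per tile, summed over the 5 libraries) may explain part of this. Autosomal tiles matched on calls and mean methylation were called higher in 1.32%, above the share on the X, which argues against depth as the whole cause. The study used female mice, and chromosome Y was covered at 0.00783 to 0.0106 times the median autosome in the 5 libraries. Both argue against a difference in sex between the groups. A biological difference between the X and the autosomes was not tested.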
